A study of Homo sapiens with 62 samples. Its data were reported in "KLF5 enables dichotomous lineage programs in pancreatic cancer via the AAA+ ATPase coactivators RUVBL1 and RUVBL2" (2025).

How the data were processed

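SLAM-seq libraries were made from 2 human pancreatic ductal adenocarcinoma lines, AsPC-1 (a classical-subtype model) and T3M-4 (a basal-like model), in which the transcription factor KLF5 had been replaced by a copy fused to the FKBP12 degron tag. In SLAM-seq, cells take up 4-thiouridine (4sU) for 2 h before harvest, the RNA is alkylated, and reads of RNA made during labelling carry T>C conversions. The labels give 62 libraries in 12 groups. The dTAG libraries received the degrader dTAGv-1 and the NEG libraries its inactive analogue dTAGv-1-NEG. CB-6644, an inhibitor of the RUVBL1/2 ATPase, and NVP-2, an inhibitor of the kinase CDK9, were each compared with the solvent DMSO. Treatment lasted 4 h, and 12 h in a further pair of AsPC-1 groups. No library without 4sU and no spike-in was used here, so the rate of T>C reads that do not come from labelling is unknown and the amount of new RNA per cell was not measured.

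The authors sequenced 3′ end libraries, aligned the single-end reads to GRCh38 (hg38) and counted them with slamdunk at its default settings over GENCODE v44 3′UTR exons, summed per gene. The deposited values are whole-number counts per gene with no normalization, in 1 table of reads with T>C conversions and 1 table of all reads for each line, each with 29794 genes. The tables held 18 empty columns with no name, which were left out, and 0 unnamed columns with values. Every column was mapped to its sample by its name. A read can enter a total more than once. Among genes above a fixed mean count per library, the counts of 577 of 9733 genes (5.93%) in the AsPC-1 table of T>C reads were all multiples of 1 whole number per gene. In that of T3M-4 the same held for 774 of 10790 genes (7.17%), with divisors of up to 21. Fold changes of such genes are unaffected by a constant multiple, but their counting error is larger than their counts imply.

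The all-reads column of the AsPC-1 dTAG library 3.1 held the same values as the T>C column of the AsPC-1 DMSO 12 h library 2, with a total of 13787208. In 8047 genes the T>C reads of that dTAG library exceeded this column, against 0 such genes in the 61 libraries with both columns. The column was left out, and every result that needs all reads has 9 dTAG libraries in AsPC-1. Of the 29794 gene names, 29773 matched a GENCODE v44 record and 19122 of these had an annotated 3′UTR. Coordinates are those of the gene record on GRCh38. Names shared by several records, such as U1 with 3 records, are summed in the tables.

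Genes were tested with edgeR 4.0.16 (filterByExpr at its defaults, TMM normalization, glmQLFit and glmQLFTest) on the T>C counts as deposited, in R 4.3.3, with only the libraries of the groups compared in a fit. Benjamini-Hochberg adjusted p-values under 0.05 were called. The standard error (SE) printed beside a log2 fold change is the size of the fold change divided by the square root of the F statistic. CPM are edgeR's T>C counts scaled by the TMM-scaled library total within a contrast, so a library shared by 2 contrasts has different CPM in each. Differences between lines and between times were tested as interaction terms. The labelled read share is the T>C reads as a percentage of all reads of a library; group means were compared with an exact two-sided permutation test over all splits, adjusted over the 7 contrasts. A test with 100000 resamples had been set for groups of 10 libraries, and with 9 against 10 libraries all 92378 splits were enumerated in its place. Gene sets were tested with preranked enrichment (fgsea 1.28.0, fgseaSimple, 10000 gene permutations, log2 fold changes of the gene test), which gives a normalized enrichment score (NES), with p adjusted over 8 sets by 7 contrasts, 56 tests. Camera with a preset correlation of 0.01 and fry, both from limma 3.58.1, were alternatives. Gene permutation treats genes as independent, and camera and fry allow for correlation between them. Camera and fry were run without the replicate block, so differences between experiments count as noise in them. The sets were those of the study's signature file: classical and basal-like lists of Moffitt, Bailey and Chan-Seng-Yue, and KLF5 target lists for each line. Of the listed symbols, 220 of 232 (Moffitt Classical), 167 of 173 (Moffitt Basal-like), 494 of 495 (Bailey Squamous), 494 of 495 (Bailey Progenitor), 429 of 448 (Chan-Seng-Yue Basal-A), 318 of 334 (Chan-Seng-Yue Classical-A), 69 of 69 (KLF5 targets AsPC-1) and 92 of 92 (KLF5 targets T3M-4) were in the tables, directly or by an older symbol. PKDCC, OSER1 and DEFB103A were entered in the lists by Ensembl identifier after the data were examined, with the membership of every list unchanged. The lists overlap, for example in 165 genes of Bailey Progenitor and Chan-Seng-Yue Classical-A. The study chose the KLF5 target lists on these dTAG libraries, so their values after dTAG are not independent evidence. Python 3.11.15 with scipy 1.17.1 and pandas 2.3.3 made the permutation tests and tables.

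Samples, tests, gene sets and alternatives were fixed before the data were examined. The genes named were also fixed: KLF5, RUVBL1, RUVBL2 and SERPINB5 in every contrast, ELF3, FA2H, MUC1, MYO1A and HNF4A in AsPC-1, KRT4, KRT5, KRT17, S100A2, KRT6A and TP63 in T3M-4, MYC and MCL1 after NVP-2, and the 3 genes of smallest p in each direction among those called with the same sign in every experiment shared by both groups. The labels divide the libraries into labelled batches 1 and 2 and give replicate numbers whose first part, called the experiment here, is shared between groups. Deviations from the group means of libraries with the same experiment number were correlated across genes in every pair: r was 0.456, 0.723 and 0.504 for the 3 experiments of dTAG and NEG in AsPC-1, and 0.439, 0.321, 0.749 and 0.467 for the 4 replicates of CB-6644 and DMSO at 12 h. In T3M-4 it was 0.609 (dTAG), 0.580 (CB-6644) and 0.343 (NVP-2), where the labels also place each experiment in a batch of its own. The replicate block was therefore treated as a pairing in these contrasts. At 12 h replicates 1 and 2 of both groups belong to set A and replicates 3 and 4 to set B, sets of libraries described in the results. Pairs of unlike number within a set were also positive (r 0.398, 0.653, 0.357 and 0.700), and all pairs across sets were negative. The pairing by replicate number thus cannot be told apart from the sets there. AsPC-1 NVP-2 libraries are all in batch 2 and the DMSO 4 h libraries in batch 1, so treatment and batch cannot be told apart except against batch 2 controls. Libraries of the same group differed by more than sampling noise in every pair (chi-square per degree of freedom of 11.2 or more), so none was taken as 1 library deposited more than once. This does not show that libraries of 1 experiment are independent. The captions of the study differ on whether its biological replicates are the libraries or the experiments, and n counts libraries here. Counts summed per experiment are given as an alternative.

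Alternatives were DESeq2 1.42.0, its size factors inside edgeR, T>C counts scaled by the total of all reads, other filters on low counts, all reads in place of T>C reads, the replicate block, counts summed per experiment, single batches, and each library or experiment left out. A block on groups of libraries found in the AsPC-1 data was added after the data were seen. Scripts were tested on simulated counts with 200 changed genes, drawn from genes above a fixed mean CPM. Recovery among genes with few reads was therefore not tested. With a change of 1 on the log2 scale, 84.5% were recovered among 11512 genes in the design of dTAG in AsPC-1 and 0% among 13065 genes in that of T3M-4. With a change of 2, 87.5% were recovered among 13048 genes in the latter. In the designs of CB-6644 at 4 h in AsPC-1, in T3M-4 and at 12 h in AsPC-1, 29.5%, 5.5% and 0.5% were recovered with a change of 1, and 90%, 88% and 86% with a change of 2. With simulated effects of the experiments, the first of these was 0.5% with no block and 32.5% with the replicate block for a change of 1. Those effects were added to a spread taken from the fit without a block, which already held differences between experiments. The total of T>C reads was 8296433 to 18311982 per library in AsPC-1 and 13562612 to 27982537 in T3M-4, except 2240998 to 3517345 and 3714015 to 4982006 after NVP-2. The 95% Wilson interval of a library's labelled read share was at most 0.0131 percentage points wide. It covers counting error only, since reads without molecular identifiers are not independent molecules and some were counted more than once.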

Results

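Newly made RNA was measured by SLAM-seq in 42 libraries of AsPC-1 and 20 of T3M-4 cells. In AsPC-1 there were 10 dTAG and 10 NEG libraries from 3 experiments, 5 CB-6644 and 5 DMSO libraries at 4 h from 2 experiments, 4 CB-6644 and 4 DMSO libraries at 12 h, and 4 NVP-2 libraries at 4 h. In T3M-4 there were 4 libraries each of dTAG, NEG, CB-6644, DMSO and NVP-2 at 4 h, from 2 experiments. Totals of all reads per library ran from 82676553 to 200298262 in AsPC-1 and from 111132257 to 244524608 in T3M-4.

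KLF5 (ENSG00000102554.14; chromosome 13, 73054976 to 73077541, plus strand, with its annotated 3′UTR at 73075884 to 73077541) was the gene targeted. The degrader acts on the protein, and the counted reads lie in the 3′UTR of the KLF5 gene, so its reads are no measure of the degradation and do not check the labels. In AsPC-1, KLF5 had 157.8 ± 19.47 CPM of T>C reads (SD, n = 10) after dTAG, with libraries from 132.2 to 196, and 104 ± 19.8 (n = 10) in NEG, with libraries from 69.6 to 139. The log2 fold change was 0.60 (SE 0.11, edgeR adjusted p 0.00284), and 8 of 10 dTAG libraries lay above all NEG libraries. It was 0.70, 0.27 and 0.69 in the 3 experiments, and the adjusted p was 0.328 in batch 2 alone. In T3M-4, KLF5 had 1070 ± 88.3 CPM (n = 4) after dTAG, from 996 to 1194, and 574 ± 48.7 (n = 4) in NEG, from 516 to 634, a log2 fold change of 0.90 (SE 0.15, edgeR adjusted p 0.0258). Leaving out any 1 of the 8 libraries raised that adjusted p above the threshold, to at most 0.100, while all 4 dTAG libraries lay above all NEG libraries. The difference between the lines was not past the threshold (log2 difference 0.33, edgeR unadjusted p 0.101). After CB-6644 at 4 h, KLF5 had 120 ± 16.9 CPM (n = 5), from 93.8 to 138, against 129 ± 58.4 (n = 5), from 72.8 to 210, in AsPC-1 (log2 fold change −0.10, SE 0.27). It had 491 ± 95.4 (n = 4), from 425 to 633, against 542 ± 36.8 (n = 4), from 491 to 574, in T3M-4 (−0.14, SE 0.18). At 12 h it had 69.4 ± 7.23 (n = 4), from 62.9 to 79.6, against DMSO libraries from 90.2 to 131 (n = 4, SD 20.9), with all 4 CB-6644 libraries below all DMSO libraries (log2 fold change −0.65, SE 0.19, edgeR adjusted p 0.998). After NVP-2 it had 58.1 ± 14.5 CPM (n = 4), from 43.9 to 73.9, against 107 ± 48.7 (n = 5), from 60.7 to 175, in AsPC-1 (−0.89, SE 0.34, edgeR adjusted p 0.0678), and 137 ± 102 (n = 4), from 39.5 to 238, against 431 ± 35.95 (n = 4), from 379 to 462, in T3M-4 (−1.65, SE 0.52, edgeR adjusted p 0.0375).

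**Figure D1:**
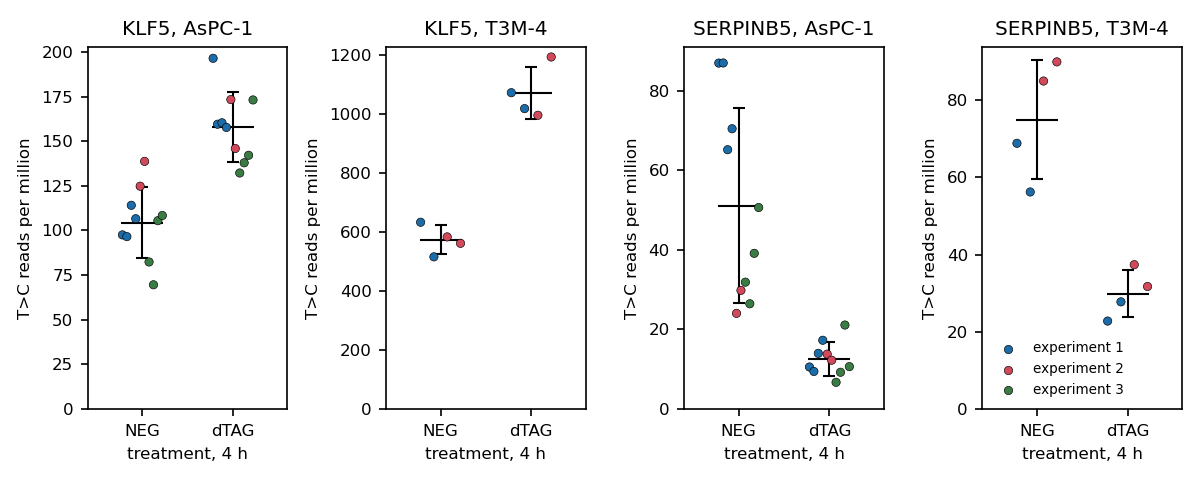
T>C counts scaled by library (CPM) of KLF5 and SERPINB5 in each dTAG and NEG library of AsPC-1 and T3M-4, coloured by experiment, with the mean and SD of each group. All 10 AsPC-1 dTAG libraries lie below all NEG libraries for SERPINB5, and 8 of 10 lie above all NEG libraries for KLF5.

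The labelled read share, the percentage of all reads with T>C conversions, was compared because a global fall in new RNA would show in it and not in normalized counts. In AsPC-1 it was 8.001% ± 0.34 (SD, n = 9, since the all-reads column of 1 library could not be used) after dTAG and 9.30% ± 0.69 (n = 10) in NEG, a difference of −1.30 percentage points (exact permutation p 0.000379, adjusted 0.00265). The difference was −1.48, −1.37 and −1.10 points in the 3 experiments, −1.44 points in batch 1 and −1.10 in batch 2, where it was not past the threshold. In T3M-4 the share was 12.98% ± 0.86 (n = 4) against 12.68% ± 0.54 (n = 4), a difference of 0.30 points (exact permutation p 0.686). The differences of the 2 lines differed from each other by 1.598 points (permutation p 0.0025, adjusted over 4 such comparisons 0.01). After CB-6644 at 4 h in AsPC-1 the share was 8.51% ± 0.25 (n = 5) against 10.1% ± 0.62 (n = 5), lower by −1.55 points (exact permutation p 0.00794, the smallest these groups allow, adjusted 0.0185), with −1.92 and −0.98 points in the 2 experiments. It changed by −0.72 points in T3M-4 (exact permutation p 0.4, with −1.78 and 0.34 points in the 2 experiments) and by −0.43 points at 12 h in AsPC-1 (exact permutation p 0.4). After NVP-2 the share was 1.57% ± 0.24 (n = 4) against 10.1% ± 0.62 (n = 5) in AsPC-1, a difference of −8.48 points (exact permutation p 0.00794, adjusted 0.0185), and 2.24% ± 0.42 (n = 4) against 12.4% ± 1.56 (n = 4) in T3M-4, a difference of −10.2 points. In T3M-4 the exact permutation p of 0.0286 is the smallest possible with 4 against 4 libraries and was 0.05 after adjustment. Against the batch 2 controls of AsPC-1 the difference was −7.46 points (NEG of experiment 3) and −7.67 points (DMSO 12 h).

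**Figure D2:**
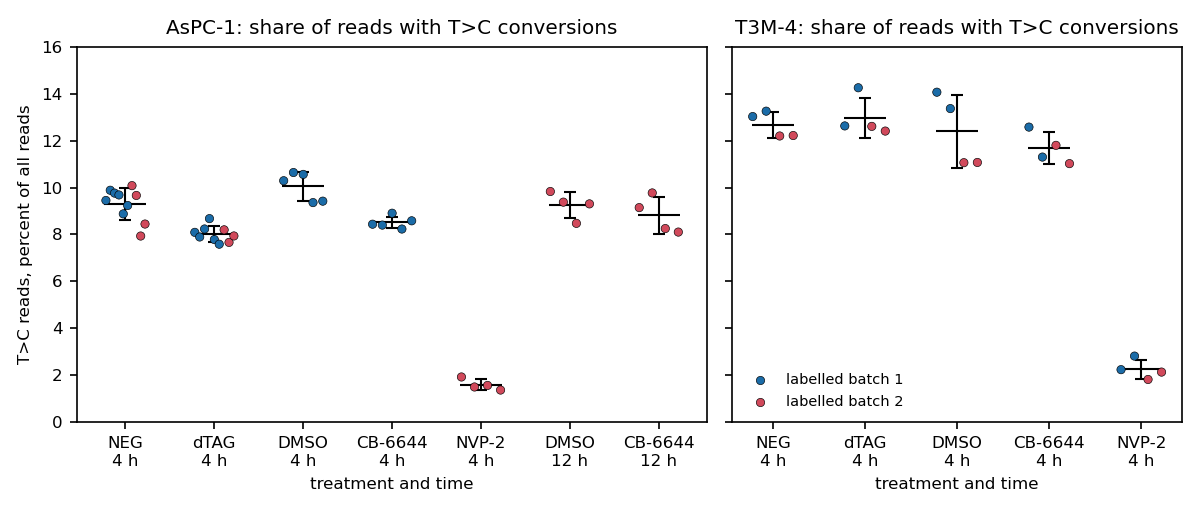
Labelled read share (T>C reads as a percentage of all reads) of each library by group, coloured by labelled batch, with a line and bar for the group mean and SD. The NVP-2 libraries lie between 1.35% and 2.80%, below those of the other groups, which start at 7.58%.

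AsPC-1 libraries also differed in a way that crossed the treatments. Clustering on 500 genes, with the number of sets fixed at 3, divided the libraries into A (17 libraries), B (17) and C (8, all those of experiment 2 in batch 1). The NVP-2 libraries were left out of the clustering and placed in the set they correlated with best (r 0.43 to 0.51). Sets A and B each held 10 libraries of batch 2 and at least 7 of either batch. The sets were balanced between dTAG and NEG but not between CB-6644 and DMSO at 4 h, where CB-6644 library 1.2 was in B and DMSO library 1.2 in A. In all reads of the control libraries 46 of 9997 genes lay over 3 log2 units apart between A and B. Among 275 blocks of 10 Mb with 9825 genes, 11 had a median difference beyond 0.3 on the log2 scale. The blocks at 100000001 to 140000000 of chromosome X, 1 to 40000000 of chromosome 16 and 50000001 to 70000000 of chromosome 3 were chosen after this was seen. Relative to the median of A, set B lay at 0.88 (from 0.78 to 1.01), 0.57 (from 0.39 to 0.77) and −0.77 (from −0.84 to −0.66) there, and set C at 0.77, 0.61 and 0.08. With set and experiment as a block, added after the data were seen, dTAG in AsPC-1 gave 911 genes in place of 281, among them all 281.

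**Figure D3:**
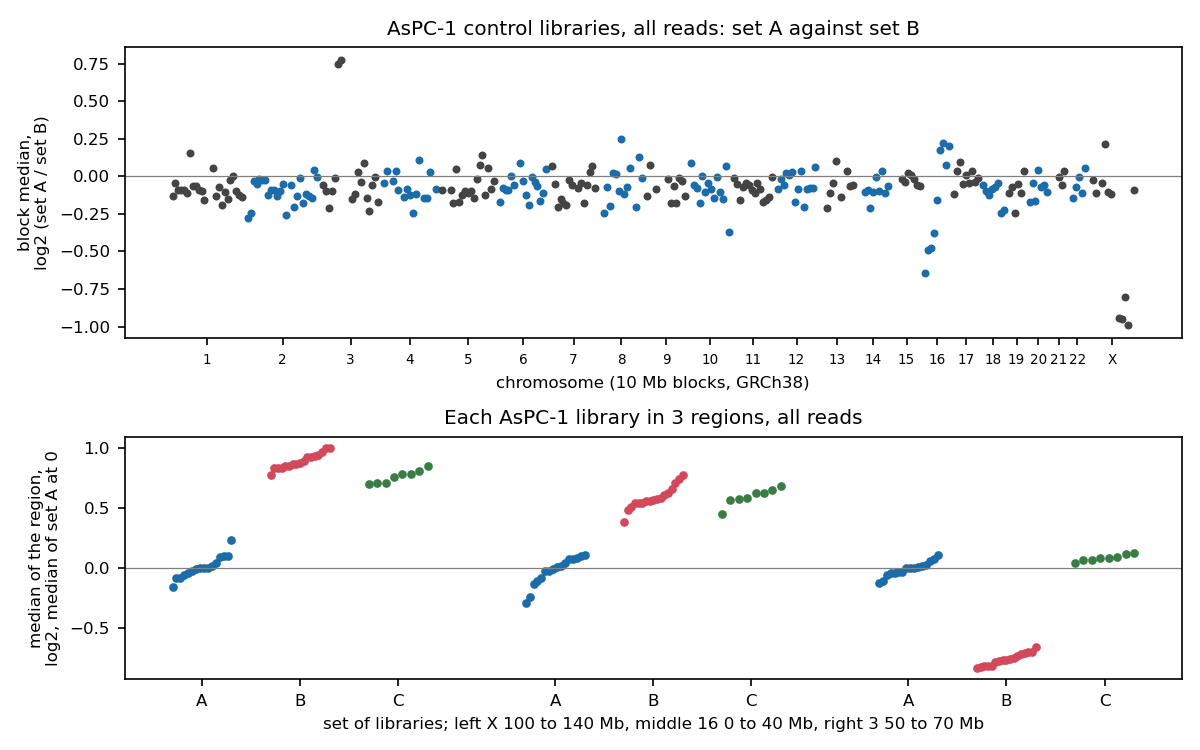
Top: median log2 ratio of set A to set B in blocks of 10 Mb along GRCh38, from all reads of AsPC-1 control libraries. Bottom: each AsPC-1 library as a point at the median of 3 regions on the log2 scale, relative to the median of set A, where sets A and B do not overlap.

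Degradation of KLF5 in AsPC-1 asked which transcripts depend on it at short times. Of 11696 genes tested, 54 were higher and 227 lower after dTAG (edgeR adjusted p under 0.05). DESeq2 called 493, with 119 higher and 374 lower, among them all 281. Scaling the T>C counts by all reads gave the most genes of any alternative: it shifted the median log2 fold change from 0.03 to −0.24 and called 10 higher and 1180 lower, so directions are relative to the median gene. With the replicate block 447 genes were called, 97 higher and 350 lower, among them 280 of the 281. With counts summed per experiment (3 against 3) 0 were called, with 815 at unadjusted p under 0.05 (with the block as well, 139 of the 281 were called again). Batch 1 alone gave 103 genes and batch 2 alone gave 16. Leaving out experiment 1 gave 36, and experiment 3, 103. Of the 9 genes fixed beforehand, 5 were called over all genes and 7 adjusted over the list alone, a list chosen by the study partly on these libraries. SERPINB5 (chromosome 18, 63476958 to 63505085) fell from 51.2 ± 24.6 to 12.5 ± 4.24 CPM (n = 10 each, log2 fold change −2.03, SE 0.26, edgeR adjusted p 6.65e-05) and was lower in all 3 experiments, though it was not called in batch 2 alone (edgeR adjusted p 0.143), nor in all reads (−0.64, edgeR adjusted p 0.508). ELF3 (chromosome 1, 202007945 to 202017183) fell from 244 ± 54.5 to 98.2 ± 40.99 CPM (−1.31, SE 0.21, edgeR adjusted p 0.000535, and 0.149 without experiment 1). FA2H (chromosome 16, 74712955 to 74774831, −1.72, SE 0.31) and HNF4A (chromosome 20, 44355699 to 44432845, −1.36, SE 0.34) had edgeR adjusted p of 0.00246 and 0.0308. FA2H was not called in either batch alone, and HNF4A in no fit that left out an experiment. MUC1 (chromosome 1, 155185824 to 155192916, −2.13, SE 0.81) and MYO1A (chromosome 12, 57028517 to 57051198, −2.11, SE 0.72) passed over the list alone only. With set and experiment as a block both were called over all genes (edgeR adjusted p 0.000311 and 0.00958). RUVBL1 and RUVBL2 changed by 0.16 and 0.70 and were not called. The RUVBL2 value rests in part on library 3.3, at 131 CPM against at most 46.98 in the other dTAG libraries.

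Among genes with the same sign in each experiment, those of smallest p were HR (chromosome 8, 22114419 to 22133384), from 37.2 ± 7.80 to 5.91 ± 2.14 CPM (n = 10 each, log2 fold change −2.66, SE 0.20, edgeR adjusted p 5.75e-08), PLAT (chromosome 8, 42174718 to 42207709, −2.09, SE 0.18) and KCNK1 (chromosome 1, 233614106 to 233672514, −1.38, SE 0.14). On the higher side these were STX3 (chromosome 11, 59713456 to 59805882), from 62.7 ± 6.08 to 95.2 ± 11.2 CPM (0.60, SE 0.09, edgeR adjusted p 0.000233), SYBU (chromosome 8, 109573978 to 109691791, 0.61, SE 0.11) and ARHGAP18 (chromosome 6, 129576132 to 129710177, 0.63, SE 0.11). None of the 3 higher genes was called in batch 2 alone.

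In T3M-4, 12 genes were higher and 100 lower of 13424 tested after dTAG (edgeR adjusted p under 0.05). DESeq2 called 347, with 71 higher and 276 lower. The replicate block called 354, with 58 higher and 296 lower, among them all 112, while counts summed per experiment gave 0 (501 at unadjusted p under 0.05) and, with the block, 292. In all reads 3 genes were called. Batch 1 alone gave 38 genes and batch 2 alone 123. Leaving out 1 library gave from 22 (without dTAG 2.1) to 70 (without NEG 1.2) genes, so each library left out moved the count by over 1.5 times. Of the 10 genes fixed beforehand 3 were called over all genes and 5 adjusted over the list alone. SERPINB5 fell from 74.9 ± 15.4 to 29.9 ± 6.18 CPM (n = 4 each, −1.33, SE 0.22, edgeR adjusted p 0.0243, and up to 0.0948 with 1 library left out). KRT6A (chromosome 12, 52487176 to 52493257) fell from 447 ± 101.2 to 139 ± 26.5 CPM (−1.68, SE 0.22, edgeR adjusted p 0.00925, at most 0.044 with 1 library left out); keratin genes have close paralogs, so the assignment of their reads is uncertain. KRT4 (chromosome 12, 52806549 to 52814116, −2.73, SE 0.89) and TP63 (chromosome 3, 189631389 to 189897276, −0.79, SE 0.23) passed over the list alone only. The other 5 genes changed by −1.47 to 0.31 and were not called. With the replicate block KRT4 (−3.195, edgeR adjusted p 0.0122) and KRT17 (−1.78 in place of −1.47, edgeR adjusted p 0.00822) were called over all genes. Those of smallest p were RHOF (chromosome 12, 121777754 to 121803403), from 108 ± 14.3 to 30.9 ± 2.53 CPM (−1.80, SE 0.18, edgeR adjusted p 0.00517), which overlaps TMEM120B on the other strand, ELF3 (−2.04, SE 0.21) and MUC16 (chromosome 19, 8848844 to 9010390, −2.92, SE 0.31). The higher ones were MMP1 (chromosome 11, 102789401 to 102798160), from 12.2 ± 0.58 to 40.3 ± 1.69 CPM (1.72, SE 0.17, edgeR adjusted p 0.00517), HEY1 (chromosome 8, 79762371 to 79767857, 1.75, SE 0.22) and PAPPA (chromosome 9, 116153791 to 116402321, 1.61, SE 0.21). These 6 kept an edgeR adjusted p of at most 0.0446 in each fit without 1 library.

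The effect of dTAG differed between the lines (T3M-4 minus AsPC-1, interaction term) in 6 of 14088 genes, 1 higher and 5 lower, at an edgeR adjusted p under 0.05, with 824 at unadjusted p under 0.05. The replicate block called 29 and all reads 2. TGFBR3 (chromosome 1, 91680343 to 91906335) changed by 0.01 in AsPC-1 and −2.19 in T3M-4 (log2 difference −2.18, SE 0.28, edgeR adjusted p 0.000278). CLCF1 (−1.88), KLK11 (−2.26), LRRC8A (−1.46) and DAAM1 (−0.90) also had a lower log2 fold change in T3M-4 than in AsPC-1. DAAM1 changed by 0.08 in AsPC-1 and by −0.84 in T3M-4, where it was not called in that line alone (edgeR adjusted p 0.0555). PLAT fell further in AsPC-1 (1.81). None of the 15 fixed genes was called over all genes. Only TP63 passed adjusted over the list alone (log2 difference −4.76, edgeR adjusted p 0.0184), with few reads in AsPC-1.

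Gene sets asked whether subtype programs moved together. In 47 of the 56 preranked tests the adjusted p was under 0.05. Camera called 28 and fry 23, of which 19 were also preranked calls, 15 of the 28 camera calls hold under fry. After dTAG in AsPC-1 all 8 sets had a negative NES, Moffitt Classical with −2.32 (preranked adjusted p 0.00044, fry adjusted p 1.44e-05, 70.1% of genes below 0) and Moffitt Basal-like with −1.96 (106 genes, fry adjusted p 0.000146, 54.7% below 0). Both held in each batch. Bailey Squamous had −1.70 there, but a median log2 fold change of 0.04 and 44.8% of genes below 0 (camera adjusted p 0.327, fry adjusted p 0.0613). In T3M-4 all 8 sets were negative too, Moffitt Basal-like with −2.35 (150 genes, fry adjusted p 0.000179, 72% below 0) and Moffitt Classical with −2.21 (fry adjusted p 0.217, 72.5% below 0). The target list of the other line, which was not chosen on the same libraries, had −2.78 in AsPC-1 (63 genes, fry adjusted p 5.28e-09, 95.2% below 0) and −2.84 in T3M-4 (67 genes, fry adjusted p 1.44e-05, 98.5% below 0); the 2 lists share 17 genes.

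CB-6644 asked whether RUVBL1/2 inhibition affects the same transcripts. At an edgeR adjusted p under 0.05, 0 of 11649 genes were called in AsPC-1 at 4 h (482 at unadjusted p under 0.05), 0 of 13444 in T3M-4 (569) and 0 of 12204 at 12 h in AsPC-1 (473). DESeq2 called 1, 7 and 26. In simulated counts of these 3 designs, 29.5%, 5.5% and 0.5% of genes with a log2 change of 1 were recovered, and 90%, 88% and 86% of those with a change of 2, so smaller effects can be missed. Leaving out DMSO 2.1 gave 1 gene in AsPC-1 at 4 h, and 0 in the other fits without 1 library. The replicate block called 0 in each contrast (552, 1230 and 710 at unadjusted p under 0.05). In AsPC-1 at 4 h, counts summed per experiment with that block called 15, 6 higher and 9 lower. With simulated effects of the experiments there, 0.5% of genes with a change of 1 were recovered with no block and 32.5% with it. These effects came on top of a spread that already held differences between experiments, and genes with few reads were not among those changed. The percentages therefore do not measure recovery in the real data. Scaled by all reads, the median in AsPC-1 at 4 h moved from −0.01 to −0.23 with 0 genes called (1299 at unadjusted p under 0.05). None of the fixed genes was called over all genes or over the list alone in the 3 contrasts. In T3M-4 KLF5 and the other 9 were below 0. In AsPC-1, 3 of 7 besides KLF5 and FA2H were at 4 h, and 6 of 8 besides KLF5 at 12 h. In experiments 1 and 2 of T3M-4, SERPINB5 changed by −1.26 and −0.19, KRT4 by −1.89 and −0.76 and KRT5 by −1.14 and −0.02. KRT17 changed by −1.30 and −0.16 and S100A2 by −0.95 and −0.15. RUVBL1 and RUVBL2 were above 0 in experiment 1, and TP63 in experiment 2. FA2H fell from 22.4 ± 3.73 to 12.2 ± 5.60 CPM in AsPC-1 at 4 h (n = 5 each, log2 fold change −0.87, SE 0.28, edgeR unadjusted p 0.00791, adjusted 0.98). The effects at 12 h and 4 h differed in 0 of 12720 genes (414 at unadjusted p under 0.05), where time and batch coincide.

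Gene sets were called where no single gene was. In AsPC-1 at 4 h the 69 KLF5 targets of that line had an NES of −2.38 (preranked adjusted p 0.00044, fry adjusted p 0.00778), a median log2 fold change of −0.29 and 89.9% below 0; in all reads the adjusted p was 0.0791. Moffitt Classical had −1.82 (preranked adjusted p 0.00044, fry adjusted p 0.285) and 66.4% below 0. The preranked test called all 8 sets negative there, Moffitt Basal-like with −1.545 (preranked adjusted p 0.00798, fry adjusted p 0.315), and all 8 at 12 h as well. Without 1 library the preranked adjusted p at 4 h reached 0.428 (Moffitt Basal-like), 0.353 (Bailey Squamous), 0.297 (Chan-Seng-Yue Basal-A) and 0.0804 (Bailey Progenitor). At 12 h it reached 0.347 (Chan-Seng-Yue Basal-A), 0.0922 (Moffitt Basal-like), 0.0807 (Chan-Seng-Yue Classical-A) and 0.438 (KLF5 targets of AsPC-1). The other sets stayed under 0.05 in every such fit. In T3M-4 the 92 KLF5 targets had −2.28 (preranked adjusted p 0.000725, fry adjusted p 0.304), with 82.6% below 0, and Moffitt Basal-like −1.95 (preranked adjusted p 0.000827, fry adjusted p 0.189), with 66.7% below 0. Moffitt Classical had 1.06 there (preranked adjusted p 0.345). The preranked adjusted p of the KLF5 targets and Moffitt Basal-like was 0.000799 and 0.000909 in batch 1 and 0.472 and 0.977 in batch 2, so neither held within both batches. At 12 h in AsPC-1 the KLF5 targets had −1.89 (preranked adjusted p 0.00123, fry adjusted p 0.405), which lost the threshold in 4 of the 8 fits without 1 library (preranked adjusted p 0.214, 0.219, 0.305 and 0.438 without CB-6644 1, CB-6644 2, DMSO 3 and DMSO 4). Fry called 2 of the 8 sets in AsPC-1 at 4 h, both KLF5 target lists, and 0 of 8 in either other CB-6644 contrast, where 1 and 2 sets had an unadjusted fry p under 0.05. Fry was run without the replicate block, so differences between experiments or replicates count as noise in these values. What it would call with the block was not tested.

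**Figure D4:**
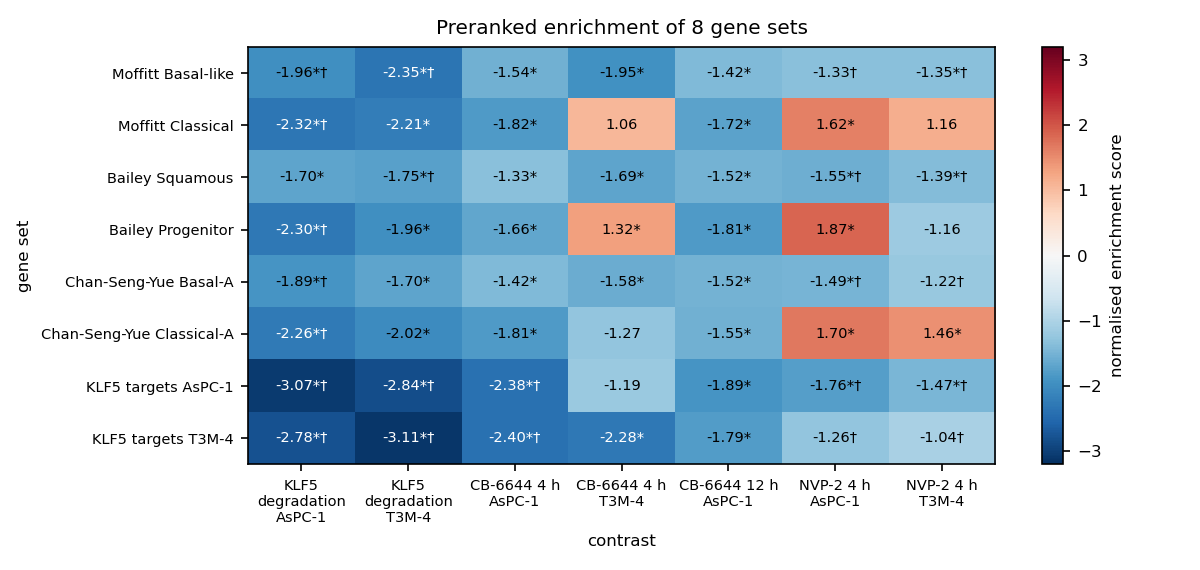
Normalized enrichment score (NES) of 8 gene sets in 7 contrasts, from preranked enrichment on log2 fold changes. An asterisk marks a preranked adjusted p under 0.05 and a dagger a fry adjusted p under 0.05 with the same sign. All 16 values after dTAG are negative.

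Genes called lower after dTAG were then compared with CB-6644 at 4 h, in contrasts that share no library. Since 0 genes were called after CB-6644, 0 were lower in both (20 of the 227 in AsPC-1 and 5 of the 100 in T3M-4 were lower at unadjusted p under 0.05). Of the 227 genes lower in AsPC-1, 167 (73.6%) had a log2 fold change below 0 after CB-6644, against 50.2% of other genes (Fisher's exact test p 1.32e-12). Of the 100 lower in T3M-4, 66 (66%) did, against 49.6% (Fisher's exact test p 0.00121, and up to 0.109 without CB-6644 1.1). With the replicate block in T3M-4, 195 of 296 (65.9%) did, against 49.7% (Fisher's exact test p 3.58e-08), 39 of them at unadjusted p under 0.05. Of the genes higher after dTAG, 25 of 54 in AsPC-1 and 1 of 12 in T3M-4 had a log2 fold change above 0 after CB-6644. With the block in T3M-4, 19 of 58 did. Genes are not independent replicates, so these p-values describe the libraries at hand. Across all genes tested in both, Pearson's r was 0.08 and Spearman's rho 0.05 in AsPC-1, and 0.11 and 0.11 in T3M-4.

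NVP-2 was the reference for a block of transcription. At an edgeR adjusted p under 0.05, 1488 genes were higher and 2018 lower of 11498 in AsPC-1, and 1523 higher and 1740 lower of 12242 in T3M-4. These directions are relative: scaled by all reads, the median log2 fold change moved from −0.05 to −3.05 in AsPC-1 and from −0.12 to −2.97 in T3M-4, and the calls became 8 higher and 10650 lower, and 10 higher and 10526 lower. In all reads 484 were higher and 1183 lower, and 38 higher and 769 lower. In AsPC-1, where treatment and batch coincide, the batch 2 controls gave 3180 genes (NEG of experiment 3) and 2828 (DMSO 12 h). In T3M-4, batch 1 gave 3281 and batch 2 gave 2369, and leaving out 1 library gave from 2168 (without DMSO 2.2) to 3693 (without NVP-2 1.1). MYC (chromosome 8, 127735434 to 127742951) fell from 659 ± 171.6 (n = 5) to 121 ± 63.7 CPM (n = 4) in AsPC-1 (−2.45, SE 0.39, edgeR adjusted p 0.000882) and from 1065 ± 631 to 154.8 ± 105.6 CPM (n = 4 each) in T3M-4 (−2.78, SE 0.60, edgeR adjusted p 0.00739). MCL1 (chromosome 1, 150560895 to 150579738) changed by −1.94 (SE 0.35) and −3.14 (SE 0.37). In experiments 1 and 2 of T3M-4, MYC changed by −1.10 and −4.62, MCL1 by −2.39 and −4.05 and KLF5 by −0.87 and −3.22. The pooled values of these genes in T3M-4 thus lie between experiments that differ in size. Of the genes fixed beforehand, 3 of 10 tested in AsPC-1 and 6 of 12 in T3M-4 were called over all genes, and 5 and 6 adjusted over the list alone. KRT5 (2.67, SE 0.74), KRT17 (2.39, SE 0.66) and S100A2 (2.02, SE 0.30) were higher in T3M-4 relative to the median gene, and at −0.27, −0.51 and −0.90 when scaled by all reads. RUVBL2 changed by 1.03 in AsPC-1 (over the list alone only) and by −2.01 when scaled by all reads. ELF3 changed by −0.88 in AsPC-1 (SE 0.28, edgeR adjusted p 0.0324).

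The genes of smallest p in AsPC-1 were CLK1 (chromosome 2, 200853009 to 200864691, −3.78, SE 0.28), ZNF92 (chromosome 7, 65373799 to 65401136, −4.24, SE 0.32) and CEBPD (chromosome 8, 47736913 to 47738164, −3.76, SE 0.28) on the lower side, each with an edgeR adjusted p of 2.43e-05. On the higher side they were DROSHA (chromosome 5, 31400494 to 31532196, 3.08, SE 0.20), COMMD6 (chromosome 13, 75525214 to 75549439, 3.09, SE 0.21) and OS9 (chromosome 12, 57693841 to 57728342, 3.08, SE 0.23), whose change was as large as the shift of the median gene. In T3M-4 they were RGS2 (chromosome 1, 192809039 to 192812275, −4.08, SE 0.29), PTHLH (chromosome 12, 27958084 to 27972733, −4.23, SE 0.31) and DKK1 (chromosome 10, 52314281 to 52318042, −4.09, SE 0.33), and PRKACA (chromosome 19, 14091688 to 14118084, 3.02, SE 0.28), KRTCAP2 (chromosome 1, 155169408 to 155173475, 2.86, SE 0.27) and U1 (8.20, SE 0.76). U1 is a multi-copy small nuclear RNA whose name 3 GENCODE records share, so its position is uncertain. Preranked tests called 6 of 8 sets in AsPC-1 and 4 of 8 in T3M-4, where Moffitt Basal-like and Chan-Seng-Yue Classical-A were not called with the replicate block (preranked adjusted p 0.05901 and 0.0972). The KLF5 targets of AsPC-1 had −1.77 in AsPC-1 (fry adjusted p 0.00133) and −1.47 in T3M-4 (preranked adjusted p 0.031, fry adjusted p 0.000206, not past the threshold in either batch alone by the preranked test).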

Values the study reported

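The paper gives 922 transcripts as changed after dTAG in AsPC-1 in its DESeq2 analysis.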

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

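The tests of the 3 sets of AsPC-1 libraries (A, B and C), the test of single genes in reads without T>C, the set imbalance tests of MUC1 and of the genes that differ between lines and the choice of these genes were made only after the results were seen, and the reading of the block test of these genes was changed to open then. A library was singled out when its distance from the nearest of its group exceeded Dixon's 95% critical value, which was the case in 10 of 204 groups, where chance gives 10.2. Only the number was compared with chance.

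In T3M-4 the dTAG library 1.2 had 27982537 T>C reads, against 20278549 to 21594105 in the other 3, and a labelled read share of 14.26%, against 12.41% to 12.63%. It is from experiment 1, where the labelled read share was also higher in DMSO and NEG. Without it the mean difference of the dTAG share in T3M-4 was −0.13 points in place of 0.30, which leaves experiment 1 unbalanced. Experiment 2 alone, which does not hold this library, gave 0.30. The T3M-4 NVP-2 library 2.1 had 244524608 reads in all, against 175365103 to 177864991. Scaling is per library in every test, and no biological explanation was tested for these 3 values.

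For 7 libraries a single gene lay far from its group in CPM of T>C reads. RUVBL2 was at 130.6 in AsPC-1 dTAG 3.3 (others 15.06 to 46.98), ELF3 at 25.36 in T3M-4 dTAG 2.1 (33.72 to 34.83), MUC1 at 32.15 in AsPC-1 CB-6644 4 h 1.1 (2.965 to 7.249), KLF5 at 632.8 in T3M-4 CB-6644 2.2 (424.8 to 458.5), ELF3 at 453.8 in AsPC-1 DMSO 12 h 1 (165.1 to 181.5), MYO1A at 5.214 in AsPC-1 CB-6644 12 h 3 (0.153 to 0.883, from 66 reads) and DROSHA at 155.9 in AsPC-1 DMSO 2.2 (114.3 to 118.7). Reads of the gene without T>C were compared as well. In 3 of the 7, on the same side, these lay beyond the same critical value: RUVBL2 at 221 CPM (others 49.42 to 90.97), MUC1 at 169.2 (33.11 to 48.47) and ELF3 in DMSO 12 h at 87.66 (31.54 to 38.11), which argues against T>C counting alone as the cause there. Of the other 4, 3 lay outside their group on the same side but not beyond the critical value (KLF5, MYO1A and ELF3 in T3M-4) and DROSHA lay inside, so an error of T>C counting cannot be told apart from a difference in the RNA in these 4. No biological explanation was tested for RUVBL2 or ELF3.

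MUC1 is the 1 of these that follows the sets of libraries. The DMSO libraries of set A had a CPM of 41.42 and 48.69 and those of B and C 3.17 to 8.55, and the CB-6644 library 1.1 is the only one of its group in set A. The MUC1 log2 fold change after CB-6644 at 4 h moved from −1.05 to −0.26 with set and experiment as a block. The value of this library may therefore come from the set it belongs to rather than from the inhibitor.

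The change after KLF5 degradation differed between the lines in 6 genes (CLCF1, DAAM1, KLK11, LRRC8A, TGFBR3 and PLAT; interaction term, edgeR adjusted p from 0.000278 to 0.0309). Of 100 splits of the libraries within lines, 4 gave as many genes, the real one included, and 1 gave 50. At unadjusted p under 0.05, 39 of the 100 gave as many as the real 824. Of the 6 genes 0 had under 1 CPM in the NEG libraries of either line, which argues against expression in a single line. In both lines dTAG and NEG held equal numbers of libraries of each set and experiment (largest difference 0), which argues against an imbalance of sets between the groups. All 6 kept an adjusted p under 0.05 with set and experiment as a block, but with equal numbers that block can hardly move the differences, so it decides nothing about other unmodelled differences between experiments. The lines differ in much besides subtype, and with 1 line of each subtype no biological cause can be assigned.

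The labelled read share fell after dTAG in AsPC-1 and not in T3M-4, with a difference between the lines of 1.598 points (permutation p 0.0025, adjusted 0.01). Whether the lines shared batches or experiments cannot be told from the labels, and T3M-4 has 4 libraries per group. Within T3M-4 the difference was 0.30 in each experiment, and 3 of the 4 dTAG libraries had shares of 12.41% to 12.63%. No technical explanation of this difference was tested beyond the within-experiment values, and without a library that lacks 4sU it stays open whether labelling or new RNA differed.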

How the results depend on the processing

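Alternatives were fixed before the data were examined, except the block on sets of libraries, which was added afterwards. The cause was not tested for any change given below unless stated. Each value is the result under that alternative. Set tests under an alternative were adjusted together with the other contrasts at their reported values, so fry values here differ from those adjusted over its own 56 tests.

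For dTAG in AsPC-1 (281 genes as reported), DESeq2 gave 493, scaling by all reads 1190, all reads 111, the replicate block 447, summed counts 0 (815 at unadjusted p under 0.05; 3 against 3 samples), batch 1 alone 103, batch 2 alone 16, without experiment 1 36, without experiment 3 103, and the set block 911. Fewer libraries are part of the cause where a batch or experiment was left out. For dTAG in T3M-4 (112), these were DESeq2 347, all reads 3, replicate block 354, summed counts 0 (501 at unadjusted p under 0.05; 2 against 2), summed with the block 292, and batch 1 alone 38. Across the 8 fits without 1 library they ran from 22 (without dTAG 2.1) to 70 (without NEG 1.2). The others were 63, 60, 56, 50, 39 and 48 (without dTAG 1.1, 1.2 and 2.2 and NEG 1.1, 2.1 and 2.2). The line interaction (6) gave 2 in all reads, 29 with the replicate block and 75 with the set block, all 6 among them in both blocks.

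After CB-6644 (0 genes as reported in each contrast), DESeq2 gave 1 (AsPC-1 4 h), 7 (T3M-4) and 26 (AsPC-1 12 h). In AsPC-1 at 4 h the replicate block gave 0 (552 at unadjusted p under 0.05) and summed counts with the replicate block 15, and the fits without 1 library ran from 0 to 1 (without DMSO 2.1). The numbers were not treated as a pairing there: both experiments are in labelled batch 1, and r 0.5261 rests on 2 pairs. The libraries of experiment 2 still form set C across the treatments, so the experiments are shared between the groups and the blocked fits bear on this contrast. In T3M-4, with 2 pairs as well, the labels place each experiment in a batch of its own. All reads gave 2 in T3M-4, and the set block gave 1 at 12 h. Genes below 0 after CB-6644 among those lower after dTAG were 167 and 66, in place of 0 called in both.

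After NVP-2 in AsPC-1 (3506), scaling by all reads gave 10658, all reads 1667 and summed counts 1024. In T3M-4 (3263) they were 10536, 807 and 0 (3495 at unadjusted p under 0.05), and 2077 with summed counts and the block; without 1 library they ran from 2168 (without DMSO 2.2) to 3693 (without NVP-2 1.1). No paired analysis was possible because the NVP-2 and DMSO libraries of AsPC-1 share no batch. In the scaled fits the cause is the shift of the median gene.

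Of single genes, KLF5 after CB-6644 at 4 h in AsPC-1 changed sign to 0.37 without experiment 2 and ran from −0.26 (without DMSO 1.1) to 0.15 (without DMSO 2.1), with 0.007672 without DMSO 2.2. After NVP-2, values that changed sign when scaled by all reads were RUVBL2 −2.01 in AsPC-1, and KRT5 −0.27, KRT17 −0.51, S100A2 −0.90 and KRTCAP2 −0.03318 in T3M-4. In all reads OS9 was −0.01205 and KRTCAP2 −0.06859. There were 587 values, those with 1 library left out aside, for 51 results, each a named gene in a contrast. Of these values 479 kept direction and side of the threshold, 90 lost it, 10 gained it and 8 changed sign. With 1 library left out 284 values were kept, 31 lost it, 2 gained it and 2 changed sign. After dTAG the replicate block gained KRT4 (adjusted p 0.01218) and KRT17 (0.00822) in T3M-4, and the set block MUC1 (0.0003106) and MYO1A (0.009583) in AsPC-1. Neither block changed the call of another gene named in these single contrasts. Among sets called as reported, the replicate block changed the calls of Bailey Progenitor after CB-6644 in T3M-4 (below) and of Moffitt Basal-like (0.05901) and Classical-A (0.09723) after NVP-2 in T3M-4, and no other.

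In the gene set tests camera called 28 and fry 23 in place of 47. Of the sets followed as main questions, fry adjusted p was 0.2213 for Moffitt Classical and, in T3M-4, 0.1286 for Moffitt Basal-like and 0.2327 for the KLF5 targets of that line after CB-6644 at 4 h, and 0.3363 for the KLF5 targets of AsPC-1 at 12 h. The KLF5 targets of AsPC-1 had 0.0791 in all reads at 4 h, and at 12 h ran from 0.00064 to 0.4384 without 1 library, and lost the threshold in 4 of 8 fits (0.214, 0.2193, 0.3047 and 0.4384 without CB-6644 1, CB-6644 2, DMSO 3 and DMSO 4). In T3M-4 batch 2 alone, Moffitt Basal-like had 0.9766 with the opposite sign and the KLF5 targets 0.4722. Of the sets called as reported, those that changed sign after CB-6644 were Bailey Progenitor in T3M-4 (camera 0.8791, fry 0.8954, all reads 0.1242, replicate block 0.05857, from 0.009985 to 0.1494 without 1 library, with the sign changed at 0.05605 and 0.04525 without CB-6644 1.1 and 1.2), Bailey Squamous in AsPC-1 at 4 h (from 0.002652 to 0.353 without 1 library, highest without CB-6644 1.3, with the sign changed at 0.116 without DMSO 2.1) and Chan-Seng-Yue Basal-A at 12 h (from 0.0003753 to 0.3466, highest without DMSO 1). After NVP-2 those called as reported were Moffitt Classical (fry 0.9565) and Classical-A (fry 0.8357, from 0.001354 to 0.7639 without 1 library) in AsPC-1, and Classical-A in T3M-4 (batch 2 alone 0.5816, from 0.0009583 to 0.7058 without 1 library); the highest values came without NVP-2 1.2. Of all 256 values of sets not followed as main questions, those with 1 library left out aside, 194 kept direction and side, 55 lost the threshold and 7 changed sign.

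The labelled read share difference after dTAG in AsPC-1 was −1.10 in batch 2 (adjusted p 0.35, with 3 against 4 libraries). In T3M-4 it ran from −0.13 (without dTAG 1.2) to 0.50 (without NEG 1.2). After CB-6644 in T3M-4 it was 0.34 in batch 2. For NVP-2 in AsPC-1 it was −7.46 and −7.67 against batch 2 controls and from −8.66 to −8.33 without 1 DMSO library (−8.423, −8.355 and −8.641 without 1.1, 1.3 and 2.2), each with adjusted p 0.05, the smallest p that 4 against 4 libraries allow after adjustment. Of all values, 19 of 23, and 45 of 51 with 1 library left out, kept direction and side.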

Other observations

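The tests of the 3 sets of AsPC-1 libraries by depth, batch, labelling and copy number, and that of KLF5 by set, were chosen only after the results were seen; the 3 regions were too, and because the sets were defined from expression, their separation in regions is partly circular. The comparison with dTAG minus NEG in T3M-4 was also added then. For 4 further tests the reading was changed after the value was known. The 2 tests of genes called higher after NVP-2 and that of KLF5 by depth were left open, and for the experiments of T3M-4, copy number was left open although the first reading would have taken the value to favour it.

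The sets A and B did not differ in depth (permutation p 0.545 for mean T>C reads) and each held at least 7 libraries of either batch. The difference between A and B was shared by T>C and all reads (r 0.9563 across genes, which are not independent replicates), which argues against labelling alone. Depth, batch and labelling are thus not enough to account for the difference between A and B. Set C was not tested in this way, and as it holds all libraries of experiment 2, set and experiment cannot be told apart there. The medians of 10 Mb blocks varied 3.973 times as much as in 1000 shuffles of genes (p 0.000999, the smallest they allow), and blocks of treated and control libraries correlated with r 0.8267, so the blocks are not a chance of the control libraries. Adjacent blocks correlated with r 0.6376, against 0.2679 for dTAG minus NEG, which argues against co-expression that reaches no further than 10 Mb. Neighbouring genes that are expressed together stay open, because dTAG minus NEG also gave a ratio of 2.281, though its largest block was 0.27 against 0.99. Sets A and B may be cell populations of AsPC-1 with different chromosome copy number. In T3M-4 the 2 experiments gave a ratio of 1.685 and a largest block of 0.63, against 1.623 and 0.51 for dTAG minus NEG in that line, and adjacent blocks correlated with r 0.2711, so copy number cannot be told apart from other differences there. As an example chosen after its values were seen, from all reads of control libraries, DCLK1 had 0.75 CPM in A and 30.3 in B.

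The genes called higher after NVP-2 (1488 in AsPC-1, 1523 in T3M-4) still had a lower share of T>C reads than in DMSO, with a median log2 ratio of −1.981 and −1.384. Scaled by all reads, 8 and 10 of them stayed higher. The shift of the median gene with that scaling, to −3.05 and −2.97, fixes such counts for any cause, so they decide nothing. A constant background of T>C reads added to labelled reads would also give a share that falls, and less than in other genes, and the background rate is unknown. Scaling to a smaller labelled pool, T>C reads that do not come from labelling and a real difference between genes therefore cannot be told apart here.

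The lower labelled read share after CB-6644 at 4 h in AsPC-1 held in all 3 strata of set and experiment and was −1.905 points without the 20 genes with most reads (exact permutation p 0.00794), which argues against set imbalance and a few abundant genes. For the rise of KLF5 after dTAG in AsPC-1, dTAG and NEG held equal numbers of libraries of each set and experiment (largest difference 0), which argues against set imbalance. Scaled by all reads the log2 fold change was 0.3606 in place of 0.60, but that scaling moves every gene, so depth is not decided. Whether the 3′UTR reads come only from the endogenous locus was not worked out here, and feedback on KLF5 was not tested.

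Other splits of the same libraries show how often another grouping gives as many genes, the real split included. Splits without the block were not balanced for experiment or set, so some of them hold those differences too. For dTAG 1 of 100 splits did in AsPC-1 and 2 of 35 in T3M-4, where the split by experiment gave 1991; with the block it was 1 of 18, and 18 splits cannot give a share under 0.05. After CB-6644, where 0 genes were called, all 100, 35 and 35 splits did, as did 18 of 18 with the block in T3M-4. Any split reaches a count of 0, so these shares decide nothing. The split by experiment in T3M-4 gave 2001, and at 12 h another split gave 1782. At unadjusted p under 0.05, 38 of 100 splits (AsPC-1 at 4 h), 15 of 35 (T3M-4) and 15 of 35 (12 h) gave as many genes. The real splits thus do not stand out among these unbalanced splits, which cannot show whether they would among balanced ones. With the block in T3M-4, where the splits were balanced for experiment, 2 of 18 gave as many, the real one included. After NVP-2, 1 of 100 and 1 of 35 splits gave as many genes at adjusted p under 0.05, and 1 of 18 with the block. For the time interaction, with 0 genes called as well, it was 100 of 100, which again decides nothing. At unadjusted p under 0.05, 58 of 100 splits gave as many as the real 414 genes, so these do not stand out from other groupings. An effect of time could in any case not be told apart from batch there. For set medians after CB-6644, 2 of 100 splits reached that of the KLF5 targets in AsPC-1 at 4 h, 23 of 100 that of Moffitt Classical, 7 of 35 that of the KLF5 targets in T3M-4 (1 of 18 with the block), 11 of 35 that of Moffitt Basal-like and 16 of 35 that of the KLF5 targets at 12 h. Of these 5, only the KLF5 targets in AsPC-1 at 4 h had a share of splits under 0.05, and another split reached −0.2952 against −0.2888. With the block in T3M-4 no other split reached the KLF5 targets, though 18 splits cannot give a share under 0.05.

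In the column of all reads that repeats a T>C column, the T>C column of the DMSO 12 h library had 0 genes with more T>C than all reads, so that library's own values are not the misplaced ones.

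The number of genes called after dTAG in AsPC-1 was 281 by edgeR, 493 by DESeq2, 911 with set and experiment as a block and 1190 when scaled by all reads. The edgeR and DESeq2 counts are well below the number that the study reports, and the other counts are near or above it. The study's caption gives its number with fewer biological replicates per condition than the libraries or experiments pooled here, as a representative case. The samples compared may therefore differ, and the cause was not tested.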
